A study of Arabidopsis thaliana with 2 samples. Its data were reported in "Arabidopsis SWR1-associated protein methyl-CpG-binding domain 9 is required for histone H2A.Z deposition" (2019).

How the data were processed

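Seedlings of *Arabidopsis thaliana* (Col-0 ecotype) were sampled 13 days after germination. ChIP-seq with an anti-FLAG antibody was done on a line that expresses MBD9-3xFLAG in the *mbd9-3* background and on untagged wild-type plants. The labels give 1 library for each group, which were treated as the IP and its control.

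The authors aligned reads to the TAIR10 genome without organelles using Bowtie, kept uniquely mapping reads and removed duplicates with SAMtools. Peaks were called with MACS2 at a q value cutoff of 0.01 and an extension size of 200 bp, against the wild-type FLAG library, once and without pooling. The deposited list gives the base of each summit and a score, which is -log10 of the q value as MACS2 wrote it. Its lowest value, 2.0, lies at that cutoff. Peaks with several summits carry the same peak number and a letter. Peak widths, read coverage and the read number of each library were not used here. Depth is therefore unknown, and with it how many weak summits this library pair could have shown. Only uniquely mapping reads were kept, so reads from repeated sequence could not add to a summit.

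Coordinates were converted to 1-based positions. Genes, transcripts and sequence came from the RefSeq copy of TAIR10.1, whereas the reads were aligned to TAIR10. All summits lay within the chromosome lengths of TAIR10.1. The gene models of this annotation can start at other bases than those the authors used, which affects counts of genes and distances to the TSS. There were 37899 annotated genes on the nuclear chromosomes, of which 27444 were protein-coding. Genes were counted from summit bases and not from whole peaks. The TSS was the 5' end of the gene. TES denotes its 3' end.

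Random sets (1000) were drawn uniformly on each chromosome with the observed number of summits per chromosome. Placement was tested with one-sided permutation tests, for which 0.001 is the smallest possible p. Medians, means and the sides of the TES were tested with 100000 resamples (two-sided, smallest possible p 1e-05). The length differences by upstream space in the closing section were an exception, with 10000 permutations (smallest possible p 0.0001). Shares carry 95% Wilson intervals, which cover counting error only. Control sites for sequence tests (5 per summit) lay at the same distance from the TSS of protein-coding genes without an upstream summit. Motifs were searched on both strands within 50 bp of the summit. Fisher's exact test was used for motifs, gene types with at least 50 genes and gene families, with Benjamini-Hochberg adjustment and a threshold of 0.05 within each list. A position counted as unique when its 50-mer occurs once in the nuclear genome, and an upstream region when at least 90% of its 50-mers do (94.3% of protein-coding genes). Families were found by words in the annotation's descriptions. Named genes were the 10 protein-coding genes with the highest-scoring upstream summit and a list of 21 genes taken from the study. Tests, alternatives and named genes were fixed before the data were examined, except where stated. The alternatives covered score thresholds, window widths, TSS definitions, the random background, control sites and mappability.

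In the closing section, 2 lists of genes were used for summits inside genes. One holds 24 jasmonate synthesis and response genes, and the other 72 genes whose descriptions name photosystem subunits, light-harvesting or chlorophyll-binding proteins or Rubisco small subunits. Each list was compared with 10000 random lists matched on gene length.

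The tests were run on simulated data. Of 100 lists of 13993 uniform positions, 3 had a placement p under 0.05, and a list with a planted preference gave 43.0% upstream where 42.6% was expected. For the 12 motifs, sites at random distances within 1 kb upstream of any protein-coding TSS were compared with like sites. At 5099 sites this gave 0 calls in 60 tests, and a planted CACGTG was called together with 1 motif that was not planted. These sites were not matched for distance or limited to genes without an upstream summit, so bias from the choice of control sites was not checked. Among 200 gene sets drawn from the 27444 protein-coding genes, all 20 with a planted difference and 0 of the 180 others were called. The exchange of sides used at the TES called 6 of 100 simulated lists with equal sides over 27444 genes, and all 100 with unequal sides. The permutation of medians called 5 of 100 draws without a difference, each of 400 values. Analyses used Python 3.11.15, NumPy 2.4.6 and SciPy 1.17.1, and figures used Matplotlib 3.10.9.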

Results

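MBD9 is a methyl-CpG-binding domain protein of *Arabidopsis thaliana* that is associated with the SWR1 complex, the chromatin remodeler that places the histone variant H2A.Z. The question was where in chromatin MBD9 is found. ChIP-seq with an antibody against the FLAG tag was performed on seedlings, 13 days after germination, from a line that expresses MBD9-3xFLAG in the *mbd9-3* mutant and from untagged wild-type plants (Col-0). There was 1 library from the MBD9-3xFLAG line and 1 from wild type, so no value below has a replicate check. The wild-type FLAG library was the control against which peaks were called, and its own profile was not analysed here. The data are the summits of those peaks, each a single base with a score that is -log10 of its q value. The score is the authors' own and ranks summits within this list. The read number of either library is unknown from the list, and no interval below covers differences between plants.

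The list held 13993 summits in 10348 peaks on the 5 nuclear chromosomes, which is 117 summits per Mb. The median score was 10.1, the quartiles were 5.41 and 20.8, and the highest score was 197. The lowest score was 2.0, which is the q value cutoff of 0.01 used in peak calling. At a score of at least 10, 7062 summits (50.5%) were left. Most peaks (7929) had 1 summit and 2419 (23.4%) had 2 or more. The peak with most summits, 23, lay over *MBD9* itself, a gene that the tagged line also carries as a transgene. The next had 16 summits, and no other peak had more than 9.

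To determine whether summits favored the region upstream of genes, their positions were compared with 1000 sets of random positions, with the number on each chromosome kept. Of all summits, 5694 (40.7%, 95% Wilson interval 39.9 to 41.5) lay within 1 kb upstream of an annotated transcription start site (TSS). The random sets gave 28.2% ± 0.37 (SD over sets). The one-sided permutation p was 0.001, the smallest that 1000 sets can give, and the observed share was 1.44 times the random mean. The width of the window moved this share most, to 26.3% with 500 bp (random mean 14.8%) and 60.4% with 2 kb (random mean 50.4%). With random positions limited to those whose 50-mer occurs once in the genome, the random mean was 28.6%.

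Each summit was then assigned to a class of annotation in the priority order of HOMER, in which the promoter reaches from -1000 to +100 bp of the TSS and the transcription termination site (TTS) class from -100 to +1000 bp of the gene end. Promoters held 46.7% of summits against 30.5% of random positions, and intergenic regions held 13.1% against 11.0%. The 5' UTR (4.14% against 1.71%) and 3' UTR (2.17% against 1.41%) also held more summits than random positions. Fewer summits than random positions lay in coding exons (11.6% against 18.0%), introns (4.44% against 11.2%), exons of non-coding genes (0.63% against 6.56%) and the TTS class (17.2% against 19.5%). The permutation p was 0.001 for each of these differences. Promoter and intergenic classes together held 8374 summits (59.8%, Wilson interval 59.0 to 60.7), compared with 41.6% ± 0.43 of random positions (permutation p 0.001, one-sided). This share moved most when the TTS class was left out, to 68.3% against a random mean of 49.0%. The share and the random mean lay closest with protein-coding genes only, 58.7% against 48.6%.

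**Figure D1:**
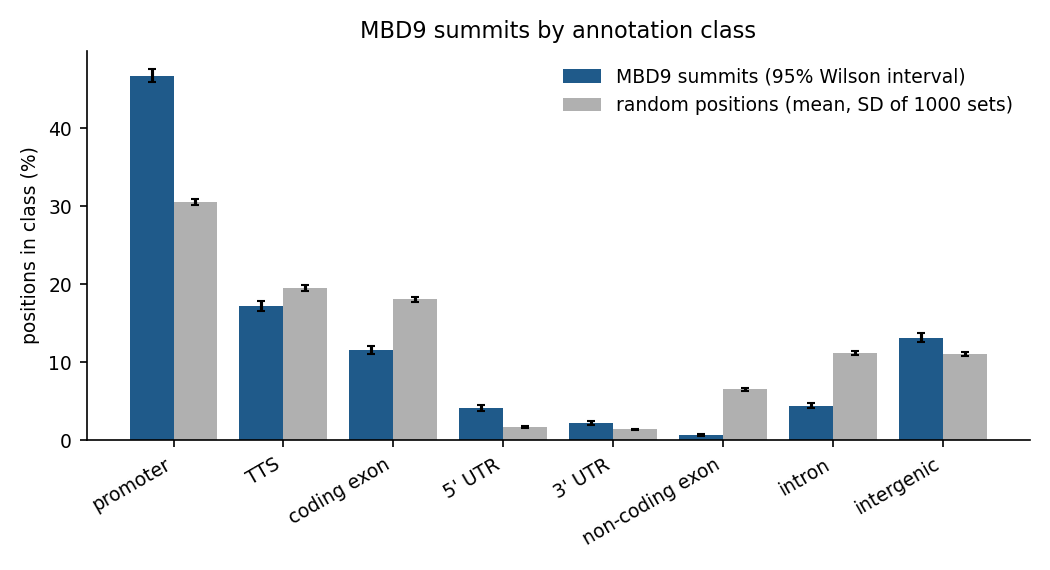
Percentage of MBD9 summits (blue, with 95% Wilson intervals) and of random positions (grey, mean and SD of 1000 sets) in each annotation class, in the order of priority. Promoters held 46.7% of summits and 30.5% of random positions, whereas coding exons held 11.6% and 18.0%.

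A summit lay within 1 kb upstream of the TSS of 4752 protein-coding genes, which is 17.3% of the 27444 annotated. The random sets gave 3043 ± 48.5 genes (SD over 1000 sets) and at most 3192. With genes of every annotated type counted, 5536 had such a summit. The count fell most, to 2779 genes, when summits below the median score were left out.

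Around protein-coding TSSs, the 50 bp bin from -50 to 0 held most summits (612), nearly tied with the 611 in the bin from -100 to -50. Resampling genes placed the center of the fullest bin between -75 and -25 bp (95% bootstrap interval, 1000 draws). The center lay at -75 bp for summits with a score of at least the median, and also for genes whose TSS lies over 1.5 kb from every other gene, in both cases within that interval. Per 1000 genes, 132 summits lay in the 500 bp upstream of the TSS and 86.8 in the 500 bp downstream. Here and in the bins, a summit near several genes counts once for each of them. At the 6784 genes whose TSS lies over 1.5 kb from every other gene, the contrast was smaller, 147 against 119. Near the transcription end site (TES), summits were denser in the 500 bp 3' of the gene (0.165 per kb) than in the last 500 bp inside it (0.107 per kb). The ratio was 1.54, with a two-sided permutation p of 1e-05, the smallest that 100000 exchanges of the sides per gene can give. It was lowest, 1.27 (p 1e-05 in the same test), for the 11069 genes whose TES lies over 1.5 kb from every other annotated TSS. A summit can again count for several genes, so the genes are not independent in this test. The bin with most summits around the TES, from 100 to 150 bp past it, held 275 summits.

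**Figure D2:**
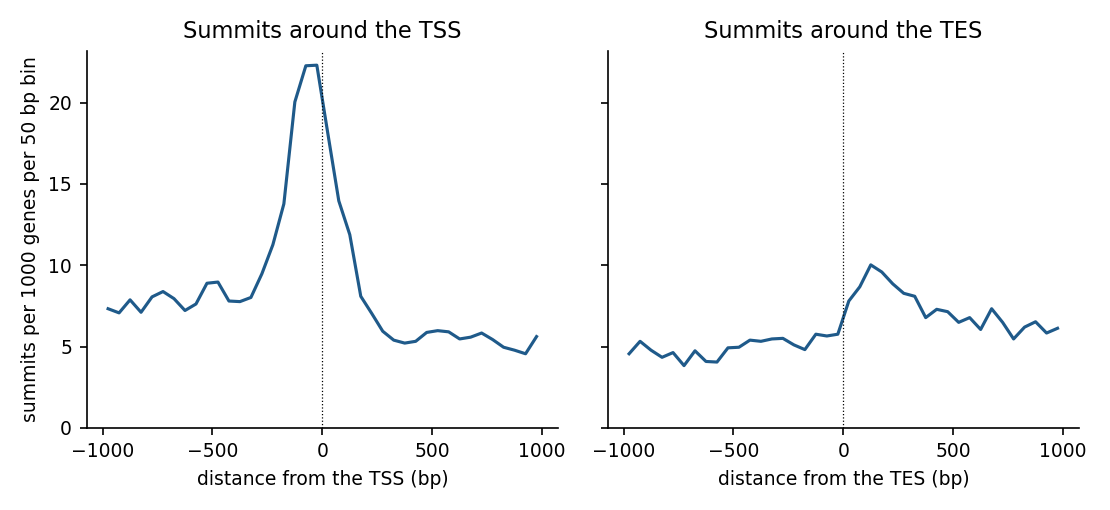
Number of summits per 1000 protein-coding genes in 50 bp bins, from -1000 to 1000 bp around the TSS (left) and the TES (right), each gene in its own orientation. The fullest bin around the TSS held 612 summits and the fullest around the TES held 275, over 27444 genes. A summit counts once for every gene in range.

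Scores differed with position. The median score was 11.2 for the 5694 summits within 1 kb upstream of a TSS and 9.54 for the other 8299 (difference 1.64, two-sided permutation p 1e-05, the smallest possible). The difference was smallest with a 500 bp window, 1.45. By class, the median score was highest in intergenic regions (14.5) and lowest in the 3' UTR (6.92) and coding exons (6.97). The share of summits upstream of a TSS was 36.1% in the lowest quartile of score (Wilson interval 34.6 to 37.8) and 45.4% in the highest (43.8 to 47.1). The share in coding exons was 17.8% and 4.94% in those quartiles, respectively.

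The sequence around the 5099 summits upstream of protein-coding TSSs was compared with 25495 control sites, drawn at the same distances from the TSSs of genes without an upstream summit. GC content within 50 bp of the summit averaged 37.4% ± 7.62 (SD over summits) against 32.7% ± 8.28 at control sites. The difference was 4.63 percentage points (two-sided permutation p 1e-05) and ranged from 3.30 with 100 bp on each side to 5.73 for summits with a score of at least the median. Of 12 short motifs chosen before the data were examined, 11 differed from control sites by Fisher's exact test with Benjamini-Hochberg adjustment over the list. CACGTG, the G-box, was within 50 bp of 11.0% of summits (563 of 5099, Wilson interval 10.2 to 11.9) and of 1.39% of control sites, an odds ratio of 8.79 (adjusted p 2.18e-210). The ABRE core ACGTGG, which overlaps with it in sequence, was at 10.8% of summits and 2.20% of control sites (odds ratio 5.36, adjusted p 2.02e-146). The highest odds ratio, 22.6, was that of the TCP site GTGGGCCC, present at 27 summits (0.53%) and 6 control sites. The W-box TTGACC was at 7.61% of summits against 4.31% and the site II element TGGGCC at 5.79% against 3.97%. The motifs less frequent at summits were the telo box AAACCCTA (0.67% against 1.75%), TATAAA (14.0% against 19.9%) and AAAAAA (26.8% against 31.1%). The call for AAAAAA was lost with 100 bp on each side (50.7% against 50.9%, adjusted p 0.747 by Fisher's exact test). The number of motifs called fell to 9 with 25 bp windows and also against sites 300 bp to either side of the same summits. In the latter comparison the odds ratio of GAGAGA went from 1.17 to 0.860, in the opposite direction, with an adjusted p of 0.00778 by the same test.

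**Figure D3:**
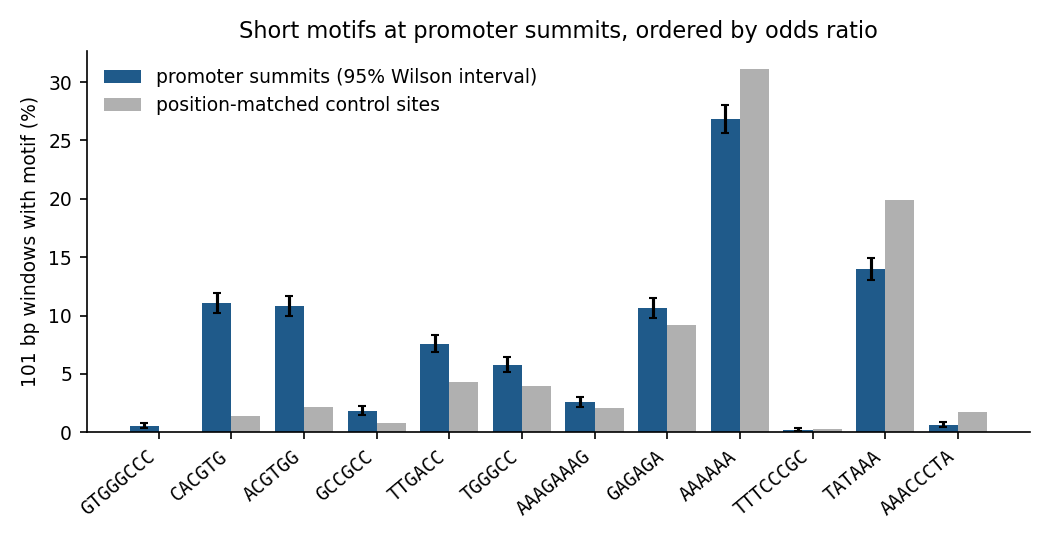
Percentage of 101 bp windows that hold each motif on either strand, for 5099 promoter summits (blue, 95% Wilson intervals) and 25495 position-matched control sites (grey). CACGTG was in 11.0% of summit windows and 1.39% of control windows, and TATAAA in 14.0% and 19.9%.

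Occupancy by type of gene was compared with that of protein-coding genes (17.3% with an upstream summit). All 10 other types with at least 50 genes had a lower share by Fisher's exact test with Benjamini-Hochberg adjustment over the types. The share was 1.61% for the 3917 pseudogenes (Wilson interval 1.26 to 2.05, odds ratio 0.078), 3.56% for the 926 transcribed pseudogenes, 12.8% for the 3480 lncRNA genes and 11.4% for the 625 tRNA genes. For tRNA genes this share covers only the region upstream, as 37.3% of them had a summit in the gene or within 100 bp of it. Within 100 bp of protein-coding TSSs, a narrower window, the share was 7.66%. The number of types called was 8 when only genes with uniquely mappable upstream regions were kept and 6 with summits of at least the median score. Among 10 families of protein-coding genes, defined by words in their descriptions, 4 differed from all other protein-coding genes at an adjusted p under 0.05. Transcription factors were more often occupied, with 23.8% (89 of 374, odds ratio 1.5, adjusted p 0.00496). F-box proteins (7.20%, 47 of 653, adjusted p 3.74e-13), ribosomal proteins (10.5%, 36 of 344, adjusted p 0.00212) and ubiquitin-related proteins (11.6%, 42 of 361, adjusted p 0.00804) were less often occupied. The call for ubiquitin-related proteins was lost with a 500 bp window (8.86%). No difference was detected for the proteasome, heat shock, disease resistance, cytochrome P450, receptor kinase and histone families, which had from 45 to 248 genes each. Protein-coding genes with an upstream summit were longer than those without, with medians of 2304.5 and 2023 bp (difference 0.19 on the log2 scale, two-sided permutation p 1e-05). Genes are not independent replicates in any of these tests.

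Across 116 bins of 1 Mb, the number of summits ranged from 0 to 232. It rose with the number of protein-coding genes in the bin (Spearman's rho 0.74, permutation p 1e-05 within chromosomes). The correlation was lowest with 500 kb bins (rho 0.66). Bins are positions in a single list and not replicates.

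The protein-coding genes with the highest-scoring upstream summits were listed next (coordinates in TAIR10.1). The highest was at *MIPS1* (AT4G39800, chromosome 4, 18469255 to 18472048, minus strand), with a score of 160 at position 18472368, -320 bp from the TSS. The plus-strand sequence around this summit, 18472343 to 18472393, is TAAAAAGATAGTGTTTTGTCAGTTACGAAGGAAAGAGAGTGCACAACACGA. AT2G44660, which encodes an ALG6/ALG8 family glycosyltransferase (chromosome 2, 18420832 to 18422839, minus strand), had a score of 142 at position 18423434, -595 bp from its TSS. The sequence there, 18423409 to 18423459, is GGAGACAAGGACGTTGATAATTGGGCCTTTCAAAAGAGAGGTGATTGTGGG. AT5G66310, annotated as a microtubule motor protein (chromosome 5, 26485666 to 26491721, minus strand), had a score of 140 at position 26492394, -673 bp from its TSS, in the sequence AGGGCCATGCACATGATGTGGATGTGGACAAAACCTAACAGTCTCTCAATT (26492369 to 26492419). The divergent pair AT4G38840 and *SAUR15* (AT4G38850), which both encode SAUR-like auxin-responsive proteins, shared a summit on chromosome 4 at position 18125813 with a score of 136. This summit lay at -254 bp from the former TSS and -244 bp from the latter, in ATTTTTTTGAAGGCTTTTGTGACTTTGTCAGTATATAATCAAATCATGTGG (18125788 to 18125838). *THI1*, *NUDX25*, *TPR1*, AT1G23710 and AT2G44920 completed the 10, with scores from 124 to 131. All 10 genes had this summit in the promoter class by definition, since that class covers the 1 kb upstream and comes first in priority. The highest score in the list, 197, was not upstream of a protein-coding gene within 1 kb.

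Finally, a fixed list of 21 genes was examined, which holds *MBD9*, subunits of the SWR1 complex and related remodelers, flowering genes and H2A.Z genes. An upstream summit was found at 6 of them. *SWC2* (AT2G36740) had a score of 10.3 at -267 bp, *SWC4* (AT2G47210) 4.27 at -474 bp, *RIN2* (AT5G67630) 32.5 at -274 bp, *CHR17* (AT5G18620) 9.85 at -326 bp and the H2A.Z gene *HTA8* (AT2G38810) 21.6 at -660 bp. *HTA9* (AT1G52740) had no upstream summit and 1 in the gene, at 32 bp past the TSS with a score of 4.75. No summit lay within 1 kb upstream or in the gene at the other 14: *ARP6*, *PIE1*, *SEF*, *YAF9A*, *ARP4*, *RIN1*, *TRA1A*, *TRA1B*, *CHR11*, *FLC*, *MAF4*, *MAF5*, *FT* and *HTA11*. A summit below the score of 2.0 would not be in the list, so weaker signal at these genes cannot be excluded. *MBD9* (AT3G01460, chromosome 3, 173190 to 182454, plus strand) had 2 upstream summits and 21 in the gene, all in the same peak, with scores from 4.63 to 32.9. They spread over 9133 bp from 172541 to 181673, across exons and introns. The tagged line carries a cloned copy of this gene from about 1 kb upstream to the stop codon, and all 23 summits lay within that stretch.

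**Figure D4:**
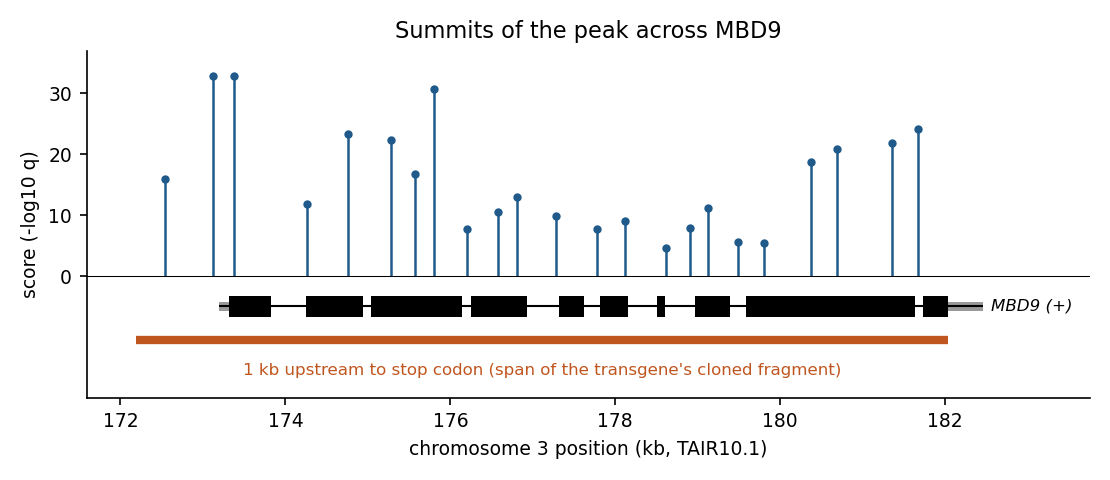
Scores (-log10 q, vertical axis) of the 23 summits of the peak across *MBD9* by position on chromosome 3 (kb, TAIR10.1), with coding exons in black, UTRs in grey and introns as a thin line. The orange bar spans 1 kb upstream of the gene to the last base of the stop codon (172190 to 182038), the stretch cloned in the transgene, and the summits lie from 172541 to 181673.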

Values the study reported

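The study reported 10,348 MBD9-occupied peaks at a q value below 0.01. It counted 5772 genes with such a peak in the 1 kb upstream of the TSS, and placed 68% of peaks in promoter and intergenic regions.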

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

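All tests in this part were chosen after the results were seen, and the 2 genes were picked out by their number of summits. Both peaks stood out in the names of the peaks, where letters number the summits of a peak. The main comparisons of positions and scores do not use this part of the data, although the alternatives with 1 summit per peak do.

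The peak over *MBD9* had 23 summits, the most of any peak. They had a median spacing of 375.5 bp, and the widest gap was 879 bp. Of the 162 other protein-coding genes at least as long, 144 held no summit at all, which argues against a usual spread of summits in long genes, although AT5G24350 held 20. A candidate explanation is that the tagged line has more copies of this DNA than wild type, because it carries the cloned *MBD9* fragment beside the mutated gene. All 23 summits lay between 1 kb upstream of the gene and the stop codon, the ends of that fragment. The nearest summits outside it were 6578 bp upstream and 2895 bp past the stop codon. The last summit lay 365 bp before the stop codon, which is less than the usual spacing, so an end at the stop codon cannot be distinguished from an end of the signal at the end of the gene. Binding of MBD9 along its own gene was not tested apart from this and stays possible.

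The peak over AT5G24350 (chromosome 5, 8301105 to 8310895, annotated as a neuroblastoma-amplified sequence protein) had 16 summits, from 8303581 to 8310685, with scores from 3.54 to 27.2. The whole gene held 20 summits, 4 of them outside this peak. Among the 133 other protein-coding genes at least as long, with *MBD9* left out, no gene held more than 2 summits, which again argues against a usual spread in long genes. More copies of this segment in the tagged line could give such a pattern, but copy number and binding cannot be told apart from the 16 summits, since input reads of either line were not analysed here. No biological explanation was tested for this gene.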

How the results depend on the processing

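Placing 1 summit per peak and counting genes of every type were added after the data were seen, and all other alternatives were chosen before. No paired analysis was possible because each group has 1 library.

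Across 57 alternatives to the 13 main results, 52 kept the direction and the side of the threshold, or stayed within the limits for values without a test. The share of summits within 1 kb upstream of a TSS stayed above the random sets in all 8 alternatives (26.3% to 60.4%), and so did the promoter and intergenic share in all 6 (53.9% to 68.3%). The TES ratio stayed between 1.27 and 1.92, the score difference between 1.45 and 1.80, the GC difference between 3.30 and 5.73 percentage points, the log2 length difference between 0.17 and 0.20 and Spearman's rho between 0.66 and 0.78. The number of occupied protein-coding genes was 5607 with summits extended by 100 bp to each side, 6285 with 250 bp, and ranged up to 6655 with both sides of the TSS counted. Counting whole peaks in place of summit bases could therefore give more genes than the 4752 counted here.

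The other 5 moved. A score of at least 10 left 7062 summits, by construction. With summits of at least the median score, 2779 genes were occupied and 6 gene types were called, both with fewer summits by construction. The fullest bin around the TSS moved to -75 bp with summits of at least the median score and to -75 bp at isolated genes. Both lie within the bootstrap interval of the main setting (-75 to -25). At isolated genes the interval of that setting was -75 to 25, which holds the main center of -25, so this move is within resampling spread. With summits of at least the median score the interval was -75 to -75, which leaves out -25. Whether that move is resampling spread is therefore undecided, as the 2 intervals give different answers.

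For single motifs, gene types and families, 98 alternatives were run, of which 79 gave the same outcome, 12 were no longer past the threshold and 7 reversed. Against sites 300 bp away, the odds ratio of GAGAGA reversed to 0.860 and that of TTTCCCGC to 1.16. TTTCCCGC also reversed at summits of at least the median score (1.35). Of the families that were not called in any setting, disease resistance proteins went from below to above the other genes with summits of at least the median score (11.3%) and with a 500 bp window (13.2%), cytochrome P450 proteins did so with a 500 bp window (12.9%), and histones went below with summits of at least the median score (9.57%). The cause was not tested for any of these. The unknown depth limits the count of summits and of occupied genes, and no absence of a summit shows an absence of MBD9.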

Other observations

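The tests of GC preference, of neighbouring promoters at the TES, of discarded reads at pseudogenes and of ribosomal protein promoters use comparisons that were planned, but were chosen as tests of these explanations after their values were seen. The screen of all 6-mers, the split of CACGTG by position and score, and the comparisons of the gene lists with each other and with ribosomal protein genes were also chosen after the result was seen. The others were written down before their result was known.

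CACGTG had the lowest p in a screen of all 2080 6-mers at promoter summits against control sites, in which 791 were more and 440 less frequent at summits (Fisher's exact test, Benjamini-Hochberg adjusted p under 0.05). Beside CACGTG and its overlaps, the 10 most significant held GGGACC (odds ratio 6.85), GGACCC (6.40), GGACCA (4.72), GGTCCA (3.97), CACGCG (9.45) and ACGCGC (12.2). CACGTG was also enriched at summits inside genes (6.13% against 0.91% of random positions, odds ratio 7.11) and at those elsewhere (10.5% against 1.11%, odds ratio 10.4). Its share went from 4.98% of summits in the lowest quartile of score to 13.8% in the highest. The higher GC content at summits as the whole cause is argued against by the 101 other 6-mers of the same base composition, whose median odds ratio was 1.47 and highest 5.23, compared with 8.79 for CACGTG. A hypothesis that fits is that chromatin or factors at the element itself place the summit: the median distance from element to summit was 20.5 bp against 24.5 bp in control windows, a difference of -4 bp (two-sided permutation p 0.017). This shift is small, and it was measured only within 50 bp of the summit, so it cannot show how far the enrichment reaches. Against sites 300 bp to either side of the same summits, the odds ratio of CACGTG was still 7.64. Against the position-matched control sites it was 10.1 with 25 bp on each side and 7.35 with 100 bp. These values argue against regions that reach 300 bp from the summit as the source of most of the enrichment. Whether MBD9 or another protein is bound at the element was not tested.

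Higher GC content at summits may come from a preference of library preparation or sequencing for GC-rich DNA. Coding exons, with a GC content of 44.1% against 36.0% for the nuclear genome, held summits at 0.642 times the random share. Coding exons differ from promoters in more than GC content, so this value does not decide the question for promoter summits, and the preference stays open.

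The higher density of summits 3' of the TES than inside the gene could come from promoters of neighbouring genes. At genes with no other annotated TSS within 1.5 kb of the TES the ratio was 1.27, lower than 1.54 for all genes and still past the threshold. Neighbouring promoters may therefore account for part of this contrast and not for all of it. Neither side was compared with random positions, so fewer summits inside the gene could also give the contrast. Coding exons (11.6% against 18.0%) and the TTS class (17.2% against 19.5%) held fewer summits than random positions, whereas the 3' UTR held more (2.17% against 1.41%). An excess 3' of the TES over the genome is thus not shown. Unannotated start sites were not tested.

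Pseudogenes may lack summits because reads that map to several places were discarded. Among genes with a uniquely mappable upstream region, 2.53% of 2096 pseudogenes had an upstream summit, compared with 18.0% of protein-coding genes, which argues against discarded reads as the whole cause. Low transcription or closed chromatin at pseudogenes stays open and was not tested. Types were used as the annotation gives them, and none of those tested was named for transposable element genes. Whether such genes are among the pseudogenes was not examined.

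Strongly transcribed sites can draw DNA into any immunoprecipitate, and a matched control removes this only when both libraries share it. Of tRNA genes, 37.3% (233 of 625, Wilson interval 33.6 to 41.1) had a summit in the gene or within 100 bp of it. Within 100 bp of protein-coding TSSs, a narrower window, the share was 7.66% (Fisher's exact test, odds ratio 7.17, p 8.55e-93). The higher share at tRNA genes could come from such non-specific signal, but binding of MBD9 there would give the same value. At protein-coding promoters the evidence ran the other way for ribosomal protein genes, a strongly transcribed family, of which 10.5% had an upstream summit against 17.4% of other genes. Photosynthesis genes, with 19.4%, did not differ from other genes (Fisher's exact test, p 0.639). In these classes, strong transcription was thus not enough to raise the share with an upstream summit. Expression was not analysed here and upstream space was not matched. Whether strong transcription contributes to promoter summits can therefore not be decided.

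Some genes held many summits between TSS and TES. They were chosen after their values were seen: *ILL6*, *BGAL1* and *TIC* held 10 each, *PPDK* 9 and *LOX3* 8, and 108 protein-coding genes held 5 or more. As *ILL6*, *LOX3* and *TIFY7* belong to jasmonate metabolism or response, a list of 24 other jasmonate genes was tested. Of these, 13 held 2 or more summits in the gene, where length-matched random lists gave 1.40 ± 1.14 (one-sided permutation p 0.0001, the smallest that 10000 lists can give). Among them were *LOX4* with 5, *JAZ10* with 4 and *AOS*, *AOC1*, *OPR3* and *MYC2* with 3 each. The list was also more often occupied upstream (45.8%, odds ratio 4.05, Fisher's exact p 0.00112). The hypothesis that jasmonate genes as a class hold several summits in this list thus passed its test, but the trait is not limited to them. Of 72 photosynthesis genes, strongly transcribed in green tissue, 26 (36.1%) held 2 or more summits, where length-matched lists gave 3.55 ± 1.82 (permutation p 0.0001), and the jasmonate share of 54.2% did not differ from this by Fisher's exact test (p 0.152). Ribosomal protein genes went the other way, with 4 of 344 against 18.5 ± 4.15. Strong transcription as a technical source and binding of MBD9 in these genes cannot be told apart, since the strongly transcribed classes went in opposite directions and expression was not analysed here. A stronger jasmonate response, for example from handling, in the tagged plants than in the wild-type plants is another possible explanation and was not tested.

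Genes with an upstream summit were longer than others, which might follow from longer intergenic space upstream of longer genes. The space upstream had a median of 919 bp for genes with a summit and 682 bp for those without, and the share of genes with a summit rose from 12.2% to 20.7% across 4 classes of this space. The length difference was smallest in the class with least space, 0.068 on the log2 scale (two-sided permutation p 0.049). It was 0.16 to 0.30 in the other classes (p 0.0001 in each, the smallest that 10000 permutations can give). Upstream space therefore does not account for all of the length difference.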
